A study of Mus musculus with 12 samples.

How the data were processed

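Total RNA of 12 cultures was sequenced by a commercial provider on a NovaSeq X Plus, per the labels. The authors deposited, for each cell line, a table of raw counts per gene and library, with gene identifiers and no symbols. Per the labels, aligner, counting program, genome build and annotation are not stated. The deposited counts are whole numbers with different totals per library, and the smallest row total is 11 in the KPC4 table and 0 in the PSC4 table, so that low genes may have been removed from the former by a rule that is not stated. The authors also deposited a comparison table per line with a log2 fold change, a p-value and an adjusted p-value per gene symbol, named as DESeq2 output, and these were used only as the authors' values. Samples were grouped by their titles, and 0 columns of per-sample values were left unused.

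Symbols were taken from GENCODE M21, which matched 16329 of 16386 PSC4 identifiers (99.7%) and 15265 of 15309 KPC4 identifiers (99.7%). Since the build of the deposited tables is not stated, no coordinates are given. Genes that share reads with near-identical copies are uncertain, because the counting rule is not known, and the same holds for overlapping and antisense genes.

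Each line was analysed by itself with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries scaled by TMM, and groups compared by the robust quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Reported CPM values are means over 3 libraries with the SD, scaled to library totals adjusted by TMM factors. These factors were computed within each line, or over all 12 libraries for genes named for the interaction, and CPM in the checks for carried-over RNA is scaled to the plain total. Gene lists of 12 genes each were tested with camera in limma 3.58.1 (preset correlation 0.01, log CPM with a prior count of 2), with fry beside it. Camera asks whether a list changes more than the other genes, and fry whether it changes at all, so their counts answer different questions. The difference between lines was the interaction in one fit of all 12 libraries. DESeq2 1.42.0 was an alternative. A fold against a group in which all libraries are at or under 3 counts was computed against that floor and is a lower bound. At these depths 1 count is a small share of a library, and counting error is small beside the spread between replicates for all but the lowest genes. Floors cover counting error only.

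Tests, lists, alternatives and the rule for named genes were fixed before the data were examined. For PSC4 the rule took the 5 largest increases and 5 largest decreases among genes past the threshold, with a mean of at least 50 counts, groups that do not overlap, and a symbol that is not a predicted gene or pseudogene. If no gene passed, it took the 3 higher and 3 lower genes with the smallest p. It further took the 3 genes with the smallest p of each list that passed, and the 3 largest interactions in each direction.

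Samples share replicate numbers across groups. In KPC4 the deviations of same-numbered libraries from their group means correlated at 0.351, 0.436 and 0.211, all above 0.1. The numbers were thus taken to pair the KPC4 libraries, on the strength of the values alone. Correlations between differently numbered libraries were not set beside these, so the pairing is not established. Results with the number as a block rest on it and are given beside the others where they differ.

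The tests were tried on simulated data with 200 genes changed, in 10 simulations per line. edgeR recovered 92.2% of 4-fold changes in PSC4 and 86.2% in KPC4, and 51.7% and 28.0% of 2-fold changes. Of its calls 5.75% and 7.28% were false, against 19.3% and 20.2% for DESeq2. With no gene changed it made 0 calls.

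Alternatives were DESeq2's size factors, no low-count filter, at least 10 counts in every library, the replicate block, DESeq2, one fit over all 12 libraries, robust estimation off, a test against a 1.2-fold change, fry, camera with an estimated correlation, and leaving out each library. A newer quasi-likelihood fit of edgeR, limma-voom, DESeq2 with the block, and offsets for GC content and transcript length (loess span 0.5), with and without the block, were chosen after seeing the data.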

Results

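Gene expression was measured by RNA sequencing in a supernatant transfer model with 2 mouse cell lines. PSC4 is a line of pancreatic stellate cells, the stromal cells of the pancreas that can turn into fibroblasts, and KPC4 is a line of pancreatic cancer cells. In the first step, PSC4 cells were kept for 24 h in medium conditioned by KPC4 cells that had received either vehicle (Control-SU) or 10 µM gemcitabine (Gem-SU), a nucleoside analogue used as chemotherapy. The KPC4 cells had been exposed to the drug for 6 h, washed, and left to condition starvation medium for 14 h. In the second step, PSC4 cells were exposed for 6 h to Control-SU or Gem-SU, washed, and left for 18 h to condition fresh medium, which gave Control-PSC-SU and Gem-PSC-SU. Fresh KPC4 cells were then kept in these for 24 h. Each of the 4 groups had 3 biological replicates, which made 12 libraries.

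The total gene count per library lay between 29559414 and 38138356 in PSC4 and between 26354328 and 34744150 in KPC4. In PSC4 it averaged 32635627 ± 1911043 (SD, n = 3) with Control-SU and 33442224 ± 4346916 (SD, n = 3) with Gem-SU, a difference within the spread between replicates (two-sided exact permutation test, p = 0.9). In KPC4 it averaged 32533155 ± 2525003 (SD, n = 3) with Control-PSC-SU and 29322878 ± 4702038 (SD, n = 3) with Gem-PSC-SU (two-sided exact permutation test, p = 0.4). With 3 libraries against 3 the smallest p this test can give is 0.1. All pairs of replicates within a group differed by far more than counting noise, with a chi-square per degree of freedom of at least 32.0, so that each library was counted as a separate sample.

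The first comparison asked which transcripts of PSC4 differ after exposure to the supernatant of gemcitabine-treated rather than vehicle-treated tumour cells. Of 13347 genes tested, 6177 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3241 higher and 2936 lower with Gem-SU. At least 2-fold changes made up 3362 of these, 1802 higher and 1560 lower. The 3 libraries of one group lay entirely above those of the other for 7526 genes, or 56.4% of those tested, where chance gives 10%. Among the alternatives, leaving out Gem-SU replicate 2 moved the count most, to 4061 genes. The authors' deposited table listed 6484 genes with an adjusted p under 0.05. Of its calls, 6035 could be matched by symbol to a gene tested here, and 5347 of those were also called from the counts.

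**Figure D1:**
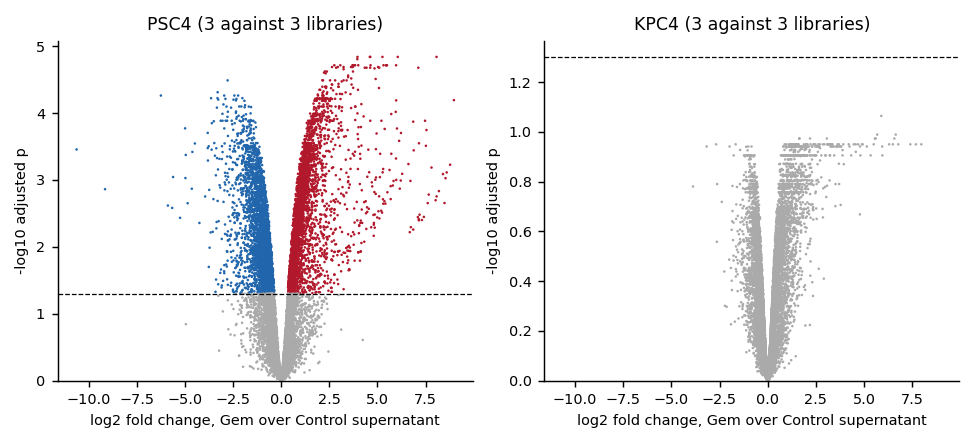
Each point is a gene, with its log2 fold change (Gem over Control supernatant) on the horizontal axis and the negative log10 of its adjusted p from edgeR on the vertical axis, which has its own scale in each panel. The dashed line marks an adjusted p of 0.05, which 6177 genes pass in PSC4 (red higher, blue lower) and 0 genes pass in KPC4.

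The largest increases by the rule fixed beforehand were those of Hey2, Atf3, Sec14l5, Arc and Fam222a. Hey2 (ENSMUSG00000019789) was at or under 3 counts in all control libraries and averaged 7.07 CPM ± 2.83 (SD, n = 3; CPM is the count scaled to the library total adjusted by its TMM factor) with Gem-SU, which made it at least 72.5-fold higher. Atf3 (ENSMUSG00000026628) rose from 3.79 CPM ± 1.03 to 1021 CPM ± 151 (SD, n = 3 each), a log2 fold change of 8.07 with a standard error of 0.29 (edgeR quasi-likelihood, adjusted p = 1.45e-05). Arc (ENSMUSG00000022602) rose from 1.96 CPM ± 1.01 to 277 CPM ± 45.7, by 7.13 on the log2 scale. The log2 fold change was 7.48 for Sec14l5 (ENSMUSG00000091712) and 6.22 for Fam222a (ENSMUSG00000041930), both with control libraries under 10 counts.

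The largest decreases were those of Trp63, Galnt15, Bmf, Rspo2 and Cxcl5. Trp63 (ENSMUSG00000022510) averaged 5.53 CPM ± 0.872 (SD, n = 3) in control libraries and was at or under 3 counts in all Gem-SU libraries, at least 54.4-fold lower. Cxcl5 (ENSMUSG00000029371) fell from 129 CPM ± 15.3 to 5.74 CPM ± 4.30 (SD, n = 3 each), a log2 fold change of -4.48 with a standard error of 0.49 (edgeR quasi-likelihood, adjusted p = 2.85e-04). The log2 fold change was -4.98 for Galnt15 (ENSMUSG00000021903), -4.95 for Bmf (ENSMUSG00000040093) and -4.61 for Rspo2 (ENSMUSG00000051920).

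Of 10 gene lists fixed beforehand, 2 had an adjusted p under 0.05 in PSC4 by camera, the p53 target list and the amino-acid stress list. All 12 p53 target genes were higher with Gem-SU, with a median log2 fold change of 3.02 (camera, adjusted p = 1.46e-07), and 11 of them passed the threshold both over all genes tested and adjusted over the list alone. Mdm2 (ENSMUSG00000020184) rose from 78.9 CPM ± 14.4 to 3558 CPM ± 757 (SD, n = 3 each), by 5.50 on the log2 scale. Cdkn1a (ENSMUSG00000023067) and Btg2 (ENSMUSG00000020423) rose by 4.64 and 5.97. Of the 12 amino-acid stress genes 11 were higher, with a median of 1.45 (camera, adjusted p = 3.29e-04). Of these, 10 genes passed over all genes tested and 12 adjusted over the list alone, among them Sesn2 (ENSMUSG00000028893) with a log2 fold change of 3.25 and Ddit3 (ENSMUSG00000025408) with 2.45. Both lists also passed under fry, which called 6 lists in all, the others being proliferation, hypoxia, cytokine and mesenchymal. With 6177 of 13347 genes past the threshold, a list can pass under fry without changing more than other genes. With the correlation between genes estimated from the data, camera called 0 lists, with unadjusted p-values of 0.0602 for p53 target and 0.0444 for amino-acid stress. Other splits of the 6 libraries often gave as many lists by camera, as reported in the closing section.

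The remaining PSC4 lists did not pass by camera. Their median log2 fold changes were -0.35 for interferon, 0.18 for proliferation, -0.46 for cholesterol synthesis, 0.25 for hypoxia, -0.37 for myofibroblast, 0.61 for cytokine, 1.11 for the 5 epithelial genes tested and -0.94 for mesenchymal. Many of their genes passed over all genes tested: 8 of 12 interferon, myofibroblast and mesenchymal genes each, 8 of 10 cytokine and 7 of 12 hypoxia genes. So did 5 of 12 proliferation, 5 of 12 cholesterol synthesis and 3 of 5 epithelial genes. Members of each list moved in both directions, from -4.48 to 5.10 for cytokine and from -2.53 to 3.25 for myofibroblast. A median near 0 thus does not mean that the genes were unchanged.

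**Figure D2:**
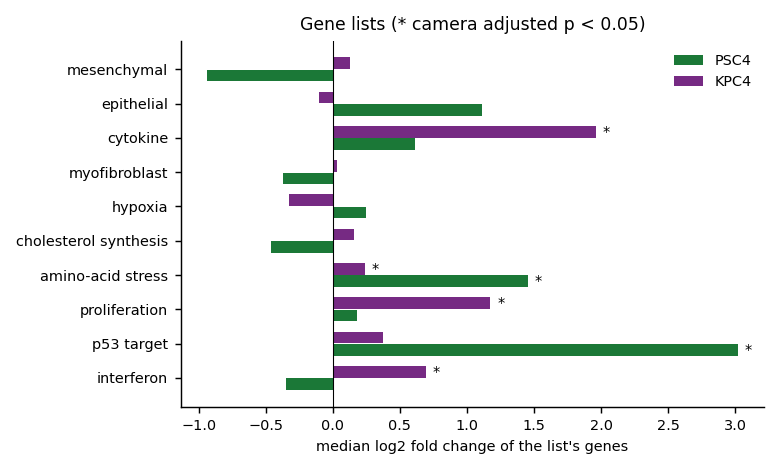
Bars give the median log2 fold change over the tested genes of each list, in PSC4 (green) and KPC4 (purple), and a star marks an adjusted p under 0.05 by camera. The p53 target list has the largest median in PSC4, 3.02, and the cytokine list that in KPC4, 1.96.

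The second comparison asked how KPC4 tumour cells respond to medium from stellate cells that had been exposed to Gem-SU rather than Control-SU. Of 13236 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.0863. An unadjusted p under 0.05 was reached by 2251 genes, where 662 would be reached by chance if genes were independent, and 1448 of them were higher. A split of the 6 libraries that mixed the groups reached 2789. The groups did not overlap for 3013 genes, 22.8% of those tested against 10% by chance. In KPC4 libraries the same replicate number went with shared deviations, and with the replicate number as a block 1171 genes passed, 803 higher and 368 lower, 542 of them at least 2-fold. The count depended on the test as well: DESeq2 called 822 genes without the block and 2133 with it, the latter being the alternative that moved the count most. It also rested on single libraries, since 1129 genes passed without Gem-PSC-SU replicate 1 and 174 without Control-PSC-SU replicate 2. The authors' deposited table listed 713 genes with an adjusted p under 0.05, 619 higher and 94 lower. Of its calls, 664 could be matched by symbol to a gene tested here, of which 0 were called without the block and 485 with it.

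**Figure D3:**
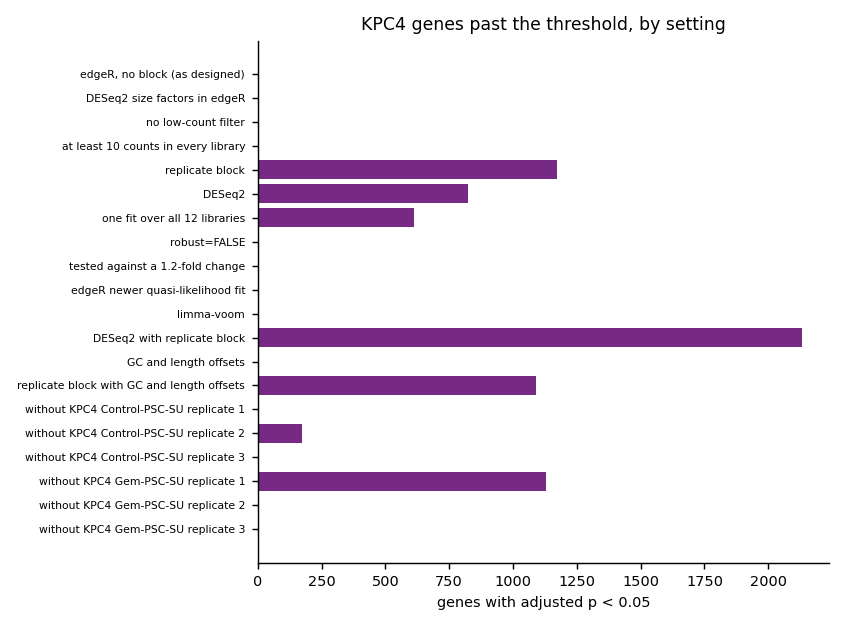
Bars give the number of KPC4 genes with an adjusted p under 0.05 under each setting, starting at 0. The count is 0 as designed, 822 under DESeq2, 1171 with the replicate block and 1129 without Gem-PSC-SU replicate 1.

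Since no KPC4 gene passed, the 3 higher and 3 lower genes with the smallest p were taken by the same rule. Cxcl10 (ENSMUSG00000034855) averaged 4.72 CPM ± 2.20 with Control-PSC-SU and 282 CPM ± 165 (SD, n = 3 each) with Gem-PSC-SU, a log2 fold change of 5.90 with a standard error of 0.62 (edgeR quasi-likelihood, adjusted p = 0.0863). Cxcl3 (ENSMUSG00000029379) and Atf3 (ENSMUSG00000026628) were higher by 5.69 and 6.65 on the log2 scale, each with an adjusted p of 0.103 in edgeR. Hspa8 (ENSMUSG00000015656) averaged 3009 CPM ± 262 in controls and 1681 CPM ± 285 (SD, n = 3 each) with Gem-PSC-SU, a log2 fold change of -0.84. It was -1.98 for Slc39a10 (ENSMUSG00000025986) and -1.01 for Armc9 (ENSMUSG00000062590), and all 3 lower genes had an adjusted p of 0.115 in edgeR. With the replicate block all 6 of these genes passed.

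By camera 4 lists passed in KPC4, all towards higher expression, and the same number passed with the replicate block. The median log2 fold change was 1.18 for proliferation with 12 of 12 genes higher (camera, adjusted p = 1.95e-06) and 1.96 for the 7 cytokine genes tested, all higher (camera, adjusted p = 2.72e-05). It was 0.69 for interferon with 12 of 12 higher (camera, adjusted p = 0.00248) and 0.24 for amino-acid stress with 10 of 12 higher (camera, adjusted p = 0.0356). Under fry and under an estimated correlation 0 lists passed, although p53 target and cytokine had unadjusted p-values of 0.0336 and 0.0177 under fry. The interferon and amino-acid stress lists also lost the threshold without Gem-PSC-SU replicate 2 or without replicate 3, which left 2 lists, and amino-acid stress also without Control-PSC-SU replicate 1 (median 0.08). Over all genes tested 0 list genes passed, while adjusted over the list alone 9 proliferation, 5 cytokine, 1 interferon and 3 amino-acid stress genes did. The genes of these lists with the smallest p were, with their log2 fold changes, Mki67 (2.05), Plk1 (1.63) and Bub1 (1.56), Cxcl2 (6.58), Cxcl1 (5.56) and Ptgs2 (3.93), Rsad2 (3.89), Mx1 (1.89) and Ifit3 (1.34), and Atf3 (6.65), Ddit3 (3.18) and Sesn2 (0.77). With the block Mx1, Ifit3 and Cxcl1 still did not pass.

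The other KPC4 lists did not pass by camera. Their medians were 0.38 for p53 target, 0.16 for cholesterol synthesis, -0.32 for hypoxia, 0.03 for the 6 myofibroblast genes tested, -0.10 for epithelial and 0.13 for mesenchymal. Adjusted over the list alone, 4 of the 11 p53 target genes tested passed, namely Btg2, Mdm2, Polk and Cdkn1a, all higher. So did 2 of the 12 hypoxia genes.

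The changes in both steps were then set against each other across the 12207 genes tested in both lines. Across genes, which are not independent replicates, Pearson's r was 0.493 and Spearman's rho 0.502. Without a low-count filter r was 0.310 over 14352 genes, and with DESeq2's fold changes 0.277 over 14352 genes, the alternative that moved it most. Over the 12207 genes, a check added after the data were seen, DESeq2's fold changes gave 0.492. Of the 5669 PSC4 calls among these genes, 79.3% had the same sign in KPC4. Since KPC4 had 0 calls, 0 calls were shared. At an unadjusted p under 0.05 in both lines there were 1507 genes, 92.5% of them with the same sign. Fisher's exact test across genes, on passing that bar in each line whatever the sign, gave an odds ratio of 2.32. The agreement in sign was not itself tested. With the replicate block 880 calls were shared, 830 with the same sign.

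**Figure D4:**
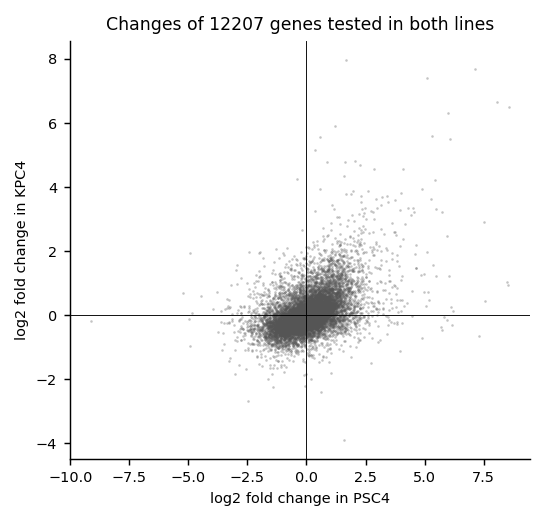
Each point is one of the 12207 genes tested in both lines, with its log2 fold change in PSC4 on the horizontal axis and that in KPC4 on the vertical axis. The changes rise together, with a Pearson correlation across genes of 0.493.

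The size of the change differed between the lines for 1343 of 13632 genes in a fit of all 12 libraries (edgeR quasi-likelihood interaction, adjusted p under 0.05), with 648 changes higher in PSC4 and 695 lower. With the replicate block the count was 2988. The genes with the largest differences by the rule were nearly all close to the detection floor in one line. Ces2g averaged 2.57 CPM ± 0.572 (SD, n = 3) in Gem-SU PSC4 against at most 1 count in controls, and 4.49 CPM ± 1.56 and 6.20 CPM ± 1.70 in the KPC4 groups. Kcnj4 averaged 0.628 CPM ± 0.127 and 9.52 CPM ± 2.80 in control and Gem-SU PSC4 and had at most 7 counts in any KPC4 library. Piezo2 was at or under 3 counts in control PSC4, had at most 19 counts with Gem-SU, and averaged 30.6 CPM ± 7.11 and 19.5 CPM ± 7.22 in the KPC4 groups. Cxcl3 had at most 7 counts in PSC4 and rose from 0.479 CPM ± 0.152 to 24.9 CPM ± 17.0 in KPC4. Phf11b averaged 9.50 CPM ± 3.00 and 6.79 CPM ± 1.13 in PSC4 and had at most 15 counts in KPC4, and its interaction lost the threshold in 10 of the 12 fits that each left out one library (edgeR adjusted p from 0.00880 to 0.114). That of Piezo2 lost it in 1 of the 12 (highest adjusted p 0.0504), without PSC4 Control-SU replicate 2. Scel had at most 13 counts in PSC4 and averaged 18.8 CPM ± 2.42 and 24.7 CPM ± 1.05 in KPC4.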

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

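The tests of carry-over by level and by the share needed, and of the p53 list, in this part were chosen after the results had been seen. Each item here was picked out because a test of the difference itself, an interaction over all 12 libraries, separated the response of PSC4 from that of KPC4.

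The change differed between PSC4 and KPC4 for 1343 genes. Regrouping the libraries within each line could not decide whether this number stands apart. Of the 100 splits drawn from 200, 7 gave as many genes, the real one included. The other 6 also kept the true grouping of PSC4 and altered that of KPC4 or its direction, and 1 of them gave 5659 genes. These 6 keep the PSC4 response and break or reverse that of KPC4, so they are not draws without a difference between the lines. The 91 draws without the true PSC4 grouping gave at most 1 gene. The count thus needs the true PSC4 grouping, and with that grouping held it also moved widely with the grouping and direction of KPC4. Both lines received different supernatants, so a difference between cell types and one between the steps of the transfer were not separated by the design.

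By list, the difference between the lines passed 0.05 by camera for 7 of the 10 lists. Its median (PSC4 minus KPC4, log2) was 2.43 for p53 target, 0.79 for amino-acid stress, 0.40 for hypoxia and -1.03 for mesenchymal, which also passed under fry. It was -1.21 for interferon, -0.82 for proliferation and -0.69 for cholesterol synthesis, which did not pass under fry. These interaction tests of lists were added after the data were seen. They were not repeated on other splits, with an estimated correlation or without single libraries. Within the lines, camera with an estimated correlation called 0 lists. With the preset one, 7 of 10 PSC4 splits and 2 of 10 KPC4 splits gave as many lists as the real one. The count of 7 lists therefore has no such check behind it.

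Technical explanations of the PSC4 response were weighed. Offsets for GC content and transcript length left 98.4% of its calls past the threshold, and thinning all libraries to the size of the smallest left 98.5%, which argues against either as the whole cause. Carried-over tumour cells or RNA predicted a rise of genes abundant in KPC4 and at or under the floor in control PSC4. That rise was there: the median log2 change of 16 such genes was 0.67 against 0.03 over all genes, 15 of them being higher, although selection for low control counts favours a rise. In the highest Gem-SU library they reached a median of 0.0792% of their KPC4 level, and pooled over 47 genes at a minimum of 10 CPM 0.221%. Of 5906 PSC4 calls present in both tables, 100% would need a larger share of KPC4 RNA, and 72.2% cannot be reached by mixing at any share, with the measured Gem-PSC-SU KPC4 libraries standing in for the donor cells. This argues against carry-over as the cause of these calls. Of 1683 genes at least 2-fold higher in PSC4 and present in both tables, 66.5% exceeded their level in any KPC4 library, which mixing with RNA at those levels cannot give. The drug-treated donor cells are not among the 12 libraries. This limit and the shares above therefore hold only as far as the KPC4 libraries resemble those cells.

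Gemcitabine left in the supernatant may itself raise p53 targets in PSC4. The median of 3.02 for that list cannot be told apart from an effect of tumour-derived factors, because drug exposure of the donor cells and the supernatant always go together in this design. No control with drug alone was analysed here. A biological response of stellate cells to drug-treated tumour cells stays open and untested beside it.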

How the results depend on the processing

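The PSC4 count of 6177 genes stayed within 1.5 times under all alternatives except leaving out Gem-SU replicate 2. It ranged from 4061 to 6826 genes across the fits that each left out one library. In PSC4 the correlations of same-numbered libraries were 0.428, -0.0548 and 0.102, not all above 0.1, so the numbers were not taken as pairs. With the replicate block 7266 PSC4 genes passed.

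The KPC4 count moved from 0 to 1171 with the replicate block, 822 under DESeq2, 610 in one fit over all 12 libraries, and, among alternatives chosen after seeing the data, 2133 under DESeq2 with the block and 1089 under the block with GC and length offsets. It was 0 under DESeq2's size factors, both filters, robust estimation off, the 1.2-fold test, the newer fit, limma-voom and the offsets alone. Leaving out one library gave from 0 to 1129 genes: 1129 without Gem-PSC-SU replicate 1, 174 without Control-PSC-SU replicate 2 and 1 without Gem-PSC-SU replicate 2. The cause was not tested, except that one fit over all libraries takes its dispersion from both lines. In simulated data DESeq2's calls held more false ones (20.2% against 7.28%).

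Calls shared by both lines moved from 0 to 880 with the replicate block, 600 under DESeq2 and 409 in one fit, and lay between 0 and 828 when one library was left out. Overlap with the authors' calls in KPC4 moved from 0 to 580 under DESeq2. Genes whose change differs between the lines numbered 2988 with the block, 2145 under DESeq2 and from 610 to 1993 when one library was left out, 610 being without PSC4 Gem-SU replicate 2. The cause was not tested.

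The correlation of 0.493 moved to 0.310 without a low-count filter, 0.541 with at least 10 counts in every library, 0.277 under DESeq2 and 0.342 in one fit. It lay between 0.347, without KPC4 Gem-PSC-SU replicate 2, and 0.504 across the fits that left out one library (SD 0.0409). The filters, DESeq2 and the one fit also change which genes enter. Over the 12207 genes of the main test, a check chosen after seeing the data, r was 0.493 without the filter, 0.492 under DESeq2 and 0.492 in one fit, and over the 11211 genes of the stricter filter the main fold changes gave 0.541, so the genes that enter account for these 4 moves. For the moves without one library, r stayed lower over the genes shared with the main test. It was 0.357 without KPC4 Gem-PSC-SU replicate 2, 0.436 without Control-PSC-SU replicate 1 and 0.461 without Control-PSC-SU replicate 3. The main fold changes gave 0.493, 0.494 and 0.493 over those genes. The genes that enter thus do not account for these moves, whose cause was not tested further.

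Lists past the threshold in PSC4 went from 2 to 6 under fry and 0 with an estimated correlation. In KPC4 they went from 4 to 0 under both, and to between 2 and 5 when one library was left out, 2 being without Gem-PSC-SU replicate 2 or 3. Among all alternatives, signs reversed for 4 KPC4 lists whose medians lay near 0 and had not passed, each when one library was left out. Across the 6 such fits the median went from -0.0528 to 0.398 for cholesterol synthesis, from -0.0951 to 0.208 for myofibroblast, from -0.271 to 0.0560 for epithelial and from -0.00958 to 0.251 for mesenchymal. All 4 were reversed without Gem-PSC-SU replicate 2, epithelial also without Control-PSC-SU replicate 1 (0.0560) and myofibroblast without Control-PSC-SU replicate 2 (-0.0485).

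Of 821 comparisons of other results with an alternative, 692 were the same, 26 became weaker, 73 stronger, 24 moved and 6 reversed. With the block, 6126 of the 6177 PSC4 calls remained, and no PSC4 gene or list named in the report changed its side of the threshold.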

Other observations

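The tests of the unequal response in KPC4, of the authors' fold changes, of stellate-only levels and of the stellate share needed were chosen after the results had been seen.

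The real split of the 6 PSC4 libraries was the only one of 10 to give as many genes past the threshold (1 of 10), and the other 9 gave 0. By camera, 7 of the 10 splits gave as many PSC4 lists as the real one. Under fry the real split gave 6 lists and the others 0, so that 1 of 10 gave as many. In KPC4 all 10 of 10 splits gave as many genes, since the real split gave 0, 2 of 10 gave as many genes with an unadjusted p under 0.05, and 2 of 10 gave as many lists, one of them 7 lists. Under DESeq2 2 of the 10 KPC4 splits gave as many genes: the split of Control-PSC-SU replicates 1 and 3 with Gem-PSC-SU replicate 1 against the other libraries gave 896, more than the real split with 822. With the replicate block, 1 of the 4 splits that part all pairs gave as many genes as the real split, namely itself, and the other 3 gave 0. With 10 or 4 splits the share cannot fall under 0.05. For the correlation of changes, 1 of 100 pairs of splits was as large in size, but the next largest, at 0.491, was close to the real 0.493. It paired the true PSC4 split with the same mixed KPC4 split. A pair in which both lines were split against their true groups reached 0.486 in size, while the median over the other pairs was 0.265. A correlation near the real one thus does not need the true grouping of either line.

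KPC4 libraries were scored on genes called at least 2-fold in PSC4, that is, on genes chosen in other libraries. The score is the median deviation from the control mean of 1567 genes higher in PSC4 minus that of 1347 genes lower in PSC4. Control libraries 1 to 3 scored -0.19, 0.31 and -0.15, and Gem-PSC-SU libraries 1 to 3 scored 0.27, 1.54 and 0.71. Control replicate 2 lay above Gem-PSC-SU replicate 1, but within each same-numbered pair the Gem-PSC-SU library scored higher, in 3 of 3 pairs. With the pairing as a block 1171 genes passed. Without it the count was 0 in edgeR on KPC4 alone and in limma-voom. It was 822 under DESeq2 and 610 in one fit over all 12 libraries, so the low count does not belong to all unpaired comparisons. An unequal response of the Gem-PSC-SU libraries is a candidate explanation for the low unpaired KPC4 count in edgeR. The SD of these genes within Gem-PSC-SU was 1.56 times that within controls (median ratio), but it was also 1.40 times for 7567 genes not called in PSC4, and leaving out the library nearest to the controls tends to raise calls whatever the reason. These values do not decide it.

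Stellate cells or RNA carried over with the supernatant could give KPC4 changes that follow PSC4. Only 2 genes were at 50 CPM or more in PSC4 and at or under the floor in control KPC4, with a median log2 change of 3.22, and 2 genes decide nothing. At a minimum of 10 CPM, chosen after that, all 12 such genes were higher, and their median level in the highest Gem-PSC-SU library was 1.55% of that in PSC4. Pooled over genes, the highest share was 2.28%, and the median of the 2 genes reached 12.8% in Gem-PSC-SU replicate 3. Of 1394 genes that changed in the same direction in both lines at an unadjusted p under 0.05, 99.6% would need more than 2.28% stellate RNA and 95.8% more than 12.8%, with the measured Gem-SU PSC4 libraries standing in for the donor cells. This argues against carry-over as the cause of the shared direction, while some carry-over stays possible for genes that KPC4 lacks.

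Genes for ribosomal proteins were lower in both lines. Of 80 genes 78 were lower in PSC4 and 79 in KPC4, with median log2 changes of -0.92 and -0.43. In PSC4 63 of them passed the threshold as lower and 1 as higher. In KPC4 0 passed without the replicate block, and 24 passed as lower with it. Under DESeq2's size factors the PSC4 median was -0.93, and a scaling factor moves all genes alike, so a shift in scaling does not account for a fall relative to the other genes. With offsets for GC content and length it was -0.70, so that part of the fall may follow these properties. Their share of counts was 4.05% ± 0.50 against 2.31% ± 0.68 in PSC4 (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). In KPC4 the share was 4.21% ± 0.4 against 3.07% ± 0.58 (SD, n = 3 each), with p = 0.1 in the same permutation test.

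A loss of transcripts from long genes was looked for in PSC4 and was not seen. The rank correlation of the change with genomic span, at given transcript length and GC content, was 0.0175, and the 3330 genes with the longest spans had a median change of 0.07. Since there was no such loss, transcript length bias as its source could not be tested.

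The authors' fold changes in the deposited tables were not recovered exactly by DESeq2 from the deposited counts. One candidate explanation is that the tables came from another quantification of the reads, in which case the same genes would disagree in both lines. The disagreement correlated between lines at r = 0.233 across 10139 genes with a mean of at least 50 counts. It was 0.365 across 7251 genes with at least 500, a minimum that was tried first and has no basis in the design. Of 228 genes that disagreed by over 0.5 (log2) in PSC4 and 169 in KPC4, 44 were the same. The disagreement recurs to a degree, and its origin stays open. In the KPC4 table, 23 rows have a smaller adjusted p, named as DESeq2 output, than the row before. The smallest, 3.06e-30, is in row 13755 of 14515, while row 1 has 0.000133. How many rows are out of place was not counted.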
